A study of Mus musculus with 36 samples.

How the data were processed

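RNA was sequenced from hippocampal slices of mice. The wild-type mice were of the C57BL/6 background, and the T41B mice carried a human APP transgene with the London and Swedish mutations under a Thy1 promoter cassette, an amyloid model of Alzheimer's disease. The mice received vehicle or BD10-2, a partial agonist of the neurotrophin receptors TrkB and TrkC, by mouth for 3 months, from 13 to 16 months of age. A slice of the right hippocampus was then given theta-burst stimulation or a sham procedure of equal length and frozen straight afterwards. The stimulation was given 3 times, each with 10 bursts that followed one another every 200 ms, and each burst held 4 stimuli at 100 Hz. Per the labels' protocols, libraries were made from 200 ng of total RNA with ribosomal RNA depletion and a stranded kit.

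The authors deposited a table of RSEM expected counts per gene, which are estimated read counts that need not be whole and are not scaled between libraries. Of the cells of the table, 5.7% hold decimals. The table has 55421 genes with mouse Ensembl identifiers and 36 libraries. The aligner, the software versions, the genome build, the annotation release and the strand setting of the counting are not stated in the labels or the file header, so no coordinates are given. Gene symbols were taken from a table of mouse gene names, in which 55154 identifiers matched and 267 did not. The GENCODE M21 annotation was used only for the GC content, the length and the order of genes. RSEM divides reads between similar transcripts, so the counts of multigene families are uncertain, and so are those of overlapping and antisense genes, since the strand setting is not stated. Whether reads of the human transgene could be counted under the mouse App or Thy1 genes is also not stated.

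Each library's genotype, treatment, stimulation, mouse and batch came from its labels. The 36 libraries came from 18 mice. For 4 combinations of mouse and stimulation, 2 libraries carry the same labels, and their counts were added, which left 32 samples in 8 groups of 3 to 5 mice. The counts of these same-label pairs differed by more than sampling noise, with a chi-square per degree of freedom of 8.83 to 34.7 against 7.49 to 85.2 for pairs of libraries of different mice in one group, so neither library of a pair is a copy of the other. By this measure, which rises with depth, the 2 sham libraries of Mouse1565 (34.7) exceeded all pairs of different mice in their group (9.71 to 31.8). By the SD of the log2 ratio across genes they did not, at 0.355 against 0.244 to 0.377. Both a stimulated and a sham slice were sequenced for 14 mice, and the pairing of slices comes from the mouse numbers in the labels. The labels give 8 batches. Each batch holds 1 treatment, so treatment and batch cannot be separated, and 5 batches hold both genotypes.

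The expected counts were rounded to whole numbers. Genes were kept by edgeR's filterByExpr with its default minimum count of 10 and the 8 groups as the design, which left 19478 genes. Counts were scaled by TMM, with normalization factors from 0.91 to 1.063, and tested with edgeR's quasi-likelihood F test in a single fit with a coefficient per group and no covariate. P-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and these are called edgeR adjusted p. A gene was called at an edgeR adjusted p under 0.05. Log2 fold changes are given with their standard errors (SE). Expression is given as CPM, the count scaled to the TMM-adjusted library size, as mean ± SD over mice. The 14 comparisons were stimulated against sham slices in each of the 4 combinations of genotype and treatment, T41B against wild-type mice in each of 4 combinations of treatment and stimulation, BD10-2 against vehicle in each of 4 combinations of genotype and stimulation, and 2 interactions.

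Gene lists for activity-regulated genes (15 genes), plaque-associated microglia (15), homeostatic microglia (10) and choroid plexus (9) were fixed before the data were examined, as were the groups, the tests, most of the alternatives and the rule for naming genes. A score is the mean of log2(CPM + 1) over the genes of a list. Scores were compared by exact two-sided permutation tests, and by exact sign-flip tests within mice. Benjamini-Hochberg adjustment covered the 12 planned score tests together, and separately the 4 tests of the homeostatic list, which were added afterwards, and the 4 tests of Thy1 and App. The naming rule covered App and Thy1, listed activity-regulated and plaque-microglia genes that were called, and in each comparison up to 3 genes in each direction with the largest log2 fold change among called genes averaging at least 1 CPM. Genes named outside the rule are said to be so.

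The fit was tested on simulated counts with 200 changed genes, drawn from genes averaging at least 1 CPM. The simulated samples were independent, with no effect of mouse or batch. The shares below therefore do not cover lower genes, slices that share a mouse, or the batches that go with treatment. At a simulated log2 fold change of 1, 84% of the changed genes were recovered for the treatment comparison in sham T41B slices, 75.5% for that in sham wild-type slices, 79% for stimulation in vehicle-treated wild-type mice and 80.5% for genotype in sham vehicle-treated mice. At a log2 fold change of 0.5, the shares were 35%, 26%, 31% and 33.5%. Of the calls, 2.9% to 4.4% were false at a log2 fold change of 1 and 4.6% to 8.8% at 0.5.

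The alternatives were DESeq2, its size factors within edgeR, no filter on low counts, a fit of only the groups compared, libraries with equal labels kept apart or left out, the mouse as a replicate block, the batch as a covariate, other pseudocounts (0.1 CPM) and z-scores for the scores, and leaving out each mouse. A correction for GC content and gene length (loess, span 0.3), the same with the replicate block, and the choroid plexus score as a covariate were chosen after seeing the data. Floors are set at 3 counts in the library, and they cover counting error only, since the reads carry no molecular identifiers. The software was R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.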

Results

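Transcript levels were measured in 36 libraries of hippocampal slices from 18 mice. After libraries with equal labels were added, the vehicle-treated groups held 4 mice each, for wild-type and T41B mice and for sham and stimulated slices. The BD10-2 groups held 3 wild-type mice and 5 T41B mice each, for sham and for stimulated slices. The total expected count per library ran from 11597555 to 28125842, with a median of 18082415. Mitochondrial genes took 2.0% to 5.4% of the counts, and the 10 most abundant genes of a library took 12.7% to 19.9%.

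The genotype labels were first compared with the Thy1 and App transcripts, since the T41B transgene combines a Thy1 cassette with APP. Thy1 (ENSMUSG00000032011) lay between 253 and 403 CPM in the 16 wild-type libraries and between 917 and 2500 CPM in the 20 T41B libraries, without overlap. In sham slices of vehicle-treated mice it was 1690 ± 475 CPM in T41B mice (SD, n = 4) against 362 ± 40.7 CPM in wild-type mice (SD, n = 4), a log2 fold change of 2.23 (SE 0.22, edgeR adjusted p = 1.59e-07). In sham slices of BD10-2-treated mice, the log2 fold change was 2.37 (SE 0.25, edgeR adjusted p = 2.79e-07). On the log2(CPM + 1) scale the differences of 2.18 and 2.32 had exact permutation p-values of 0.0286 and 0.0179, each the smallest its design can give, and 0.0571 for both after adjustment over 4 tests. The lowest T41B value, 917 CPM, belongs to 1 of 2 libraries labelled as stimulated slices of Mouse1592, whose other libraries held 1940 and 2250 CPM. App (ENSMUSG00000022892) was not called, with 1140 ± 29.1 CPM in sham vehicle-treated T41B mice against 1240 ± 128 CPM in wild-type mice (log2 fold change -0.13, SE 0.08, edgeR adjusted p = 0.362; exact permutation p = 0.114).

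**Figure D1:**
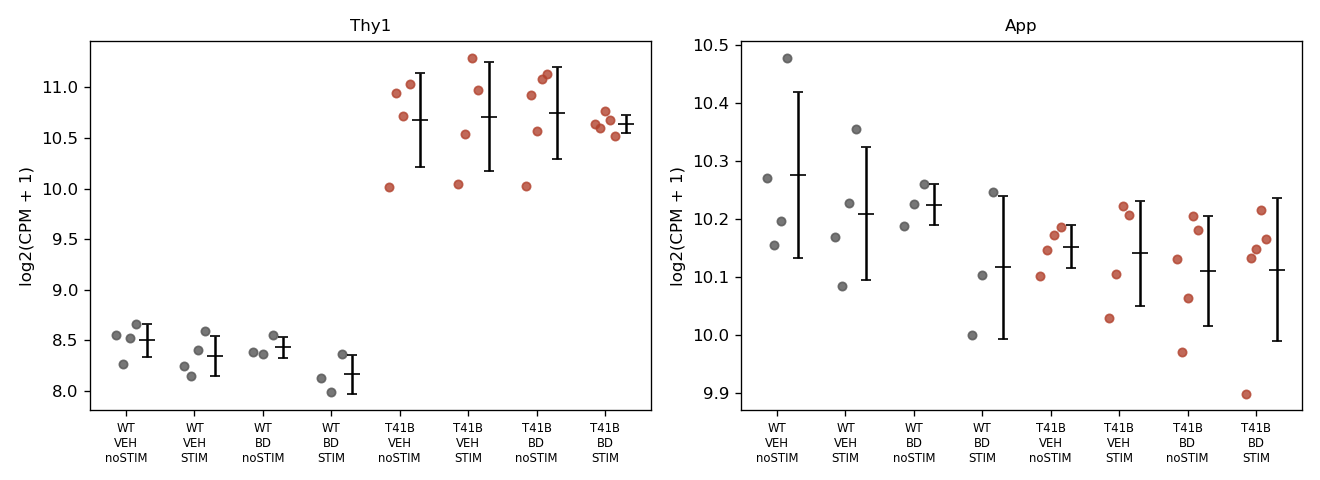
Thy1 and App levels as log2(CPM + 1) on the vertical axes for each sample in the 8 groups on the horizontal axes; points are mice, bars are the mean ± SD. Thy1 is higher in every T41B sample than in every wild-type sample, while App overlaps between the genotypes.

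The genotype comparisons asked which genes differ between T41B and wild-type mice under each treatment and stimulation. In sham slices of vehicle-treated mice 1215 genes were called, 973 higher and 242 lower in T41B mice. In stimulated slices of vehicle-treated mice 1128 were called, 923 higher and 205 lower. With BD10-2, 1062 genes (839 higher, 223 lower) were called in sham slices and 2056 (1596 higher, 460 lower) in stimulated slices. The alternative that moved these counts most, relative to the reported count, was the batch covariate. It called 352 genes in sham vehicle-treated slices (331 higher, 21 lower), of which 330 were among the 1215. A fit of only the groups compared called 518 higher and 19 lower there, and leaving out Mouse1510 gave 1424 higher and 642 lower. The number of lower genes in this comparison thus depends strongly on the setting. Of 3003 genes called in any of the 4 comparisons, 388 were higher and 8 lower in all 4, and 2 genes had opposite signs between comparisons. Across genes, the log2 fold changes of pairs of these comparisons correlated with Pearson's r from 0.43 to 0.66 and Spearman's rho from 0.35 to 0.64, where genes are not independent replicates and comparisons may share samples.

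Cst7 (ENSMUSG00000068129) was 30.4 ± 8.88 CPM (SD, n = 4) in T41B and 0.338 ± 0.167 CPM (SD, n = 4) in wild-type sham slices under vehicle (log2 fold change 6.45, SE 0.47, edgeR adjusted p = 7.78e-10). Its log2 fold change was 6.1 in stimulated slices under vehicle, 7.06 in sham slices under BD10-2 and 6.47 in stimulated slices under BD10-2. Cd69 was at or under the floor of 3 counts in every wild-type sham sample, and it was at least 3.3-fold higher in T41B sham slices under vehicle and at least 3.12-fold higher under BD10-2. In stimulated slices under vehicle, Il23a (log2 fold change 5.31, SE 0.42) and Cd69 (5.21, SE 0.48) were higher in T41B mice, with edgeR adjusted p of 6.04e-09 and 9.79e-08. In stimulated slices under BD10-2, Dcstamp was at least 32.5-fold higher in T41B mice, at 6.04 ± 1.86 CPM (SD, n = 5). H2-Aa and H2-Ab1, members of a multigene family, had log2 fold changes of 6.66 (SE 1.01) and 6.5 (SE 0.94) there, and H2-Aa had 4.96 (SE 0.97) in sham slices under BD10-2. Ttr was also called higher in sham T41B slices under vehicle (log2 fold change 8.53, SE 2.43, edgeR adjusted p = 0.0313), but the groups overlapped, at 141 ± 224 CPM (SD, n = 4) against 0.402 ± 0.388 CPM (SD, n = 4).

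Among genes lower in T41B mice, Npbwr1 fell by 1.81 on the log2 scale (SE 0.48, edgeR adjusted p = 0.0204) in sham slices under vehicle and by 1.97 in stimulated slices under BD10-2. The other genes named by the rule as lower in sham slices under vehicle were Gm26984 (log2 fold change -2.02) and Mybpc1 (-1.73), the latter with overlapping groups. In sham slices under BD10-2 they were Ifi203 (-1.36), Gm48713 (-1.33) and Gm47341 (-1.31), and in stimulated slices under BD10-2 also Rxfp1 (-1.79) and Mirt1 (-1.67). In stimulated slices under vehicle they were Slc4a5 (-3.0), Folr1 (-2.8) and Col8a1 (-2.69) and in all 3 the groups overlapped. These 3 calls were lost under 9, 8 and 10 of 17 alternatives. At the weakest, the log2 fold changes were -0.423, -0.505 and -0.001. Folr1 is on the choroid plexus list. The score of that list was 4.19 and 3.92 in the wild-type slices of Mouse1509 and Mouse1513. It was 0.82 and 0.58 in those of Mouse1522 and Mouse1524, and 0.81 to 2.51 in the T41B slices. Ifi203 belongs to a multigene family and the Gm genes are predicted genes, so their counts are uncertain.

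The plaque-microglia list holds 15 genes described for microglia around amyloid plaques. In each of the 4 genotype comparisons, 14 of the 15 were called and higher in T41B mice, and all 15 had a positive log2 fold change. Adjusted over the list alone, the count was 14 in the first 3 comparisons and 15 in stimulated slices under BD10-2. Lpl was the gene not called over all genes. Log2 fold changes in sham slices under vehicle ranged from 0.32 to 6.45, with a median of 2.29; besides Cst7, the largest were 4.94 for Itgax (SE 0.38) and 4.26 for Clec7a (SE 0.41), with edgeR adjusted p of 1.14e-09 and 8.38e-08. The medians were 2.27 in stimulated slices under vehicle, 2.49 in sham slices under BD10-2 and 2.65 in stimulated slices under BD10-2.

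The plaque-microglia score was 5.17 ± 0.36 (SD, n = 4) in T41B and 3.04 ± 0.12 (SD, n = 4) in wild-type sham slices under vehicle, a difference of 2.14 on the log2 scale with an exact permutation p of 0.0286. In stimulated slices under vehicle the difference was 1.81 (exact permutation p = 0.0286). Under BD10-2 it was 2.16 in sham slices and 2.17 in stimulated slices, each with an exact permutation p of 0.0179. All 4 p-values are the smallest the designs can give, and after Benjamini-Hochberg adjustment over 12 score tests each was 0.0857. Within batches, the sham slices of T41B mice exceeded those of wild-type mice by 1.77 in batch A, 1.96 in batch C, 2.52 in batch D and 1.77 in batch I, and the stimulated slices by 1.43 in batch A, 1.58 in batch C and 1.9 in batch I, with 1 or 2 mice per genotype in a batch. Within the same batches, the Thy1 difference in sham slices was 1.5, 2.38, 2.59 and 2.71, and the App difference was -0.09, -0.29, -0.08 and 0.0. The other batches hold a single genotype for a given stimulation, so batch and genotype cannot be told apart there.

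**Figure D2:**
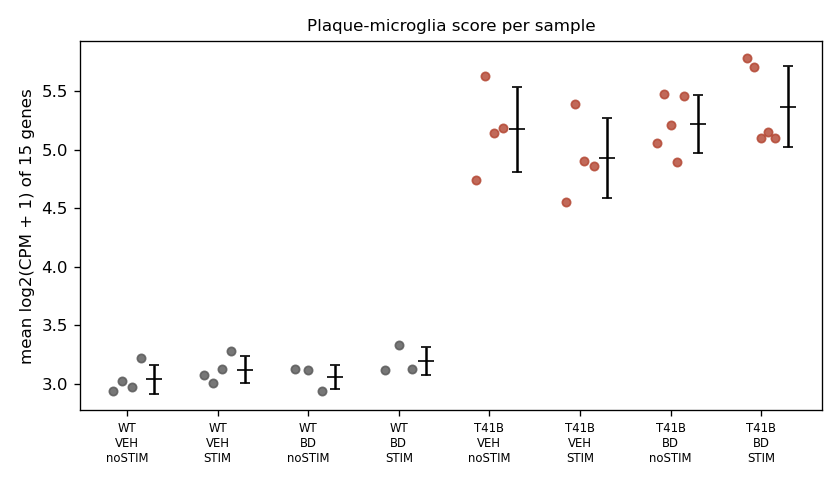
Plaque-microglia score, the mean log2(CPM + 1) of 15 genes, on the vertical axis for each sample in the 8 groups on the horizontal axis; points are mice, bars are the mean ± SD. The T41B samples lie between 4.56 and 5.78 and the wild-type samples between 2.94 and 3.33.

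The stimulation comparisons asked which transcripts differ between stimulated and sham slices. In vehicle-treated wild-type mice 2397 genes were called (1599 higher, 798 lower after stimulation), and in vehicle-treated T41B mice 4197 (2283 higher, 1914 lower). In BD10-2-treated wild-type mice 1727 genes were called (1225 higher, 502 lower), and in BD10-2-treated T41B mice 4453 (2598 higher, 1855 lower). Slices of the same mouse deviated together from their group means, with a mean correlation across genes of 0.2 over 14 pairs against -0.06 over 52 pairs of slices of different mice. With the mouse as a replicate block, the 4 comparisons called 3906, 5743, 1286 and 4656 genes, of which 2332, 4090, 1092 and 3756 were also called without the block. Relative to the reported count, leaving out Mouse1565 moved these counts most, to 758 genes in BD10-2-treated wild-type mice. Of 6321 genes called in any of the 4 comparisons, 869 were higher and 198 lower in all 4, and 1 gene had opposite signs. Across genes, Pearson's r between the log2 fold changes of pairs of comparisons was 0.69 to 0.83 and Spearman's rho 0.57 to 0.74, where genes are not independent replicates.

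**Figure D3:**
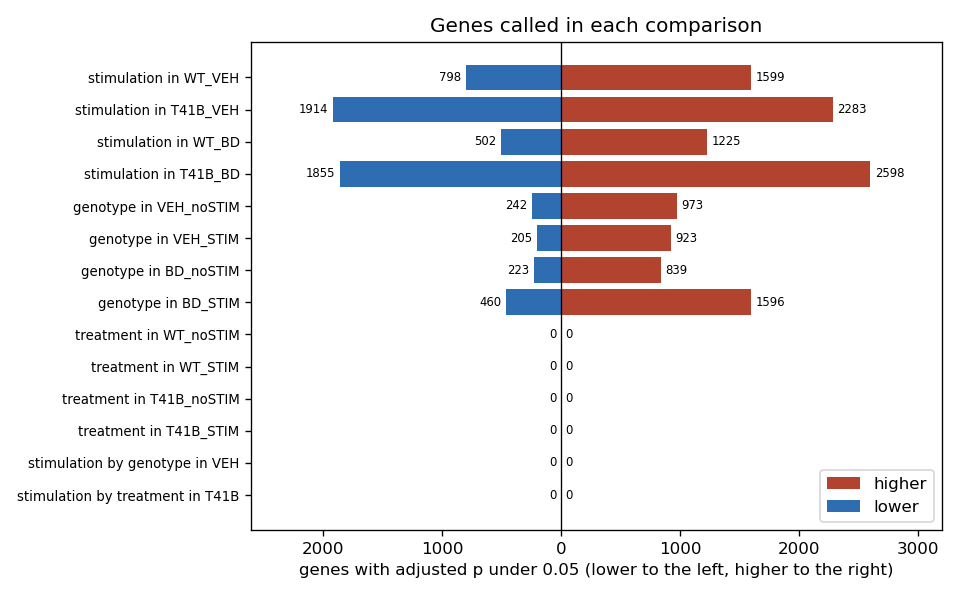
Number of genes with an edgeR adjusted p under 0.05 on the horizontal axis for each of the 14 comparisons on the vertical axis, with bars to the right for higher and to the left for lower genes. Stimulation and genotype comparisons have between 1062 and 4453 called genes, and the treatment comparisons and the interactions have 0.

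Il1rn (ENSMUSG00000026981) was higher after stimulation in every pair of groups in which the rule named it. In vehicle-treated wild-type mice it was 41.9 ± 10.1 CPM (SD, n = 4) in stimulated slices, at least 194-fold higher than sham slices at the floor. It was 54.5 ± 15 against 0.199 ± 0.14 CPM (SD, n = 3 each) in BD10-2-treated wild-type mice and 394 ± 270 against 0.55 ± 0.297 CPM (SD, n = 5 each) in BD10-2-treated T41B mice, with log2 fold changes of 7.77 (SE 0.85, edgeR adjusted p = 2.45e-07) and 9.48 (SE 0.64, edgeR adjusted p = 7.47e-12). In vehicle-treated T41B mice, Il1b was 356 ± 72.5 against 1.88 ± 1.71 CPM (SD, n = 4 each), a log2 fold change of 7.53 (SE 0.49, edgeR adjusted p = 9.58e-12). Other genes were compared with sham groups at or under the floor. Il12b was at least 48.7-fold higher in vehicle-treated wild-type mice, Slfn4 (a member of a multigene family) at least 45.6-fold in vehicle-treated T41B mice, and Mmp3 at least 28-fold in BD10-2-treated wild-type mice. Il10 was at least 11.6-fold higher in BD10-2-treated wild-type mice and at least 13.0-fold in BD10-2-treated T41B mice.

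Tmem119 (ENSMUSG00000054675) was lower after stimulation in all 4 comparisons. In vehicle-treated wild-type mice it was 2.3 ± 1.18 against 13.6 ± 3.39 CPM (SD, n = 4 each), a log2 fold change of -2.56 (SE 0.3, edgeR adjusted p = 4.9e-07), and the other log2 fold changes were -3.5 in vehicle-treated T41B mice, -3.47 in BD10-2-treated wild-type mice and -3.1 in BD10-2-treated T41B mice. P2ry13 was lower by the rule in vehicle-treated wild-type (-2.92, SE 0.28) and T41B mice (-3.87, SE 0.29), with edgeR adjusted p of 1.89e-08 and 2.19e-10. Mlph had log2 fold changes of -3.31 in vehicle-treated T41B mice and -2.98 in BD10-2-treated wild-type mice, and Glp1r had -2.53 in vehicle-treated wild-type mice. Gm38073 and Gm37717 had -3.42 and -3.24 in BD10-2-treated T41B mice. Rnu3a, a small RNA gene of a multigene family, was at least 27.6-fold lower in BD10-2-treated wild-type mice, at an edgeR adjusted p of 0.0498. In 3 further cases a called gene had overlapping groups, namely Ttr in vehicle-treated wild-type mice (488 ± 569 against 0.402 ± 0.388 CPM, SD, n = 4 each, log2 fold change 10.31) and Gm26244 in vehicle-treated and in BD10-2-treated T41B mice (at least 128-fold and at least 26.3-fold higher on average, with edgeR adjusted p of 0.0215 and 0.044).

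The homeostatic-microglia list holds 10 genes, among them Tmem119 and P2ry13. All 10 had negative log2 fold changes in each stimulation comparison, and 8, 9, 8 and 9 of them were called, both over all genes and over the list alone, in vehicle-treated wild-type, vehicle-treated T41B, BD10-2-treated wild-type and BD10-2-treated T41B mice. The score fell by 1.2, 1.65, 1.37 and 1.41 on the log2 scale in the same order, with exact permutation p of 0.0286, 0.0286, 0.1 and 0.00794, each the smallest its design can give, and 0.0381, 0.0381, 0.1 and 0.0317 after adjustment over 4 tests. The third design, with 3 mice against 3, cannot reach 0.05. With the mouse as the pairing, the mean differences were -1.2, -1.65, -1.36 and -1.32, the score was lower in the stimulated slice of all 14 paired mice, and the exact sign-flip p was 0.125, 0.125, 0.5 and 0.125, again the smallest possible for 4, 4, 2 and 4 pairs. The correlation of same-mouse slices given above, 0.2, applies to these pairs.

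The activity-regulated list holds 15 genes that neuronal activity induces. Its score differed between stimulated and sham slices by 0.08 in vehicle-treated wild-type mice (exact permutation p = 0.714), 0.04 in vehicle-treated T41B mice (exact permutation p = 0.743), -0.07 in BD10-2-treated wild-type mice (exact permutation p = 0.2, where the design cannot go below 0.1) and -0.02 in BD10-2-treated T41B mice (exact permutation p = 0.881). None passed adjustment over 12 tests, with values of 0.881, 0.881, 0.4 and 0.881. The differences within the pairs of slices of the same mouse were 0.08, 0.04, -0.09 and -0.08, with exact sign-flip p of 0.63, 0.75, 0.5 and 0.375, where same-mouse slices had the mean correlation of 0.2. Single genes moved in both directions. Over all genes 4, 5, 4 and 6 of the 15 were called in the same order, and 5, 5, 5 and 6 over the list alone. Egr1 fell by 0.4 (SE 0.13), 0.47 (SE 0.13), 0.6 (SE 0.15) and 0.67 (SE 0.12) on the log2 scale, with edgeR adjusted p of 0.045, 0.0101, 0.011 and 8.06e-05. Fosb fell by 0.92, 0.97 and 0.85 in the last 3 of these comparisons, and Btg2 by 0.38 in BD10-2-treated T41B mice. Dusp1 was higher in all 4, by 0.47, 0.44, 0.56 and 0.54, as was Egr3, called in all 4 at 0.33, 0.34, 0.42 and 0.34. Egr2 was higher by 1.16, 0.6 and 0.76 in vehicle-treated wild-type, vehicle-treated T41B and BD10-2-treated T41B mice. Some of these calls depend on the setting. In the same order, Egr3 lost significance under 9, 3 and 7 of 14 and 1 of 16 alternatives. Egr1 lost it under 6, 2 and 3 of 14 and 0 of 16. The directions of both held under every alternative.

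**Figure D4:**
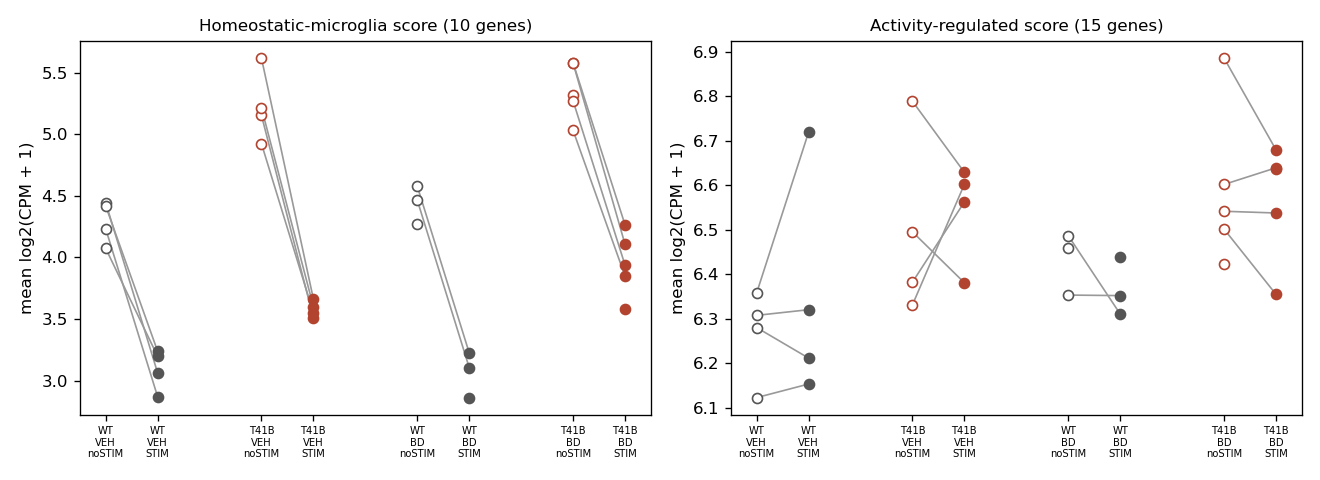
Homeostatic-microglia score (left, 10 genes) and activity-regulated score (right, 15 genes), as mean log2(CPM + 1) on the vertical axes, in sham (open points) and stimulated slices (filled points) of the 4 combinations of genotype and treatment on the horizontal axes; lines join slices of the same mouse. The homeostatic score is lower in the stimulated slice of each of the 14 paired mice, and the activity-regulated score is higher in 6 and lower in 8 of them.

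Some listed genes also passed in comparisons that their list was not built for. Among plaque-microglia genes, stimulation raised Cd68 (log2 fold change 0.74 and 1.13) and Gpnmb (0.91 and 0.99) in wild-type mice under vehicle and BD10-2, and raised Axl (0.56 and 0.76) and lowered Ctsd (-0.67 and -0.44) in T41B mice under vehicle and BD10-2. Ccl6 had -1.12 in vehicle-treated T41B mice. Among activity-regulated genes, genotype calls were Egr2 (0.96) in sham slices under vehicle, Dusp1 (0.53) and Nr4a3 (-0.5) in sham slices under BD10-2, and Junb (0.72), Klf4 (0.65), Ier2 (0.57), Fos (0.55) and Dusp1 (0.5) in stimulated slices under BD10-2. All had an edgeR adjusted p under 0.05. Of the 10 homeostatic-microglia genes, 8, 4, 7 and 8 were called higher in T41B mice in the 4 genotype comparisons in the order given above (10, 5, 8 and 9 over the list alone), and 0 were called lower, so the rise in T41B mice was not limited to the plaque-microglia list. Of the 9 choroid plexus genes, 1 was called higher in sham slices under vehicle and 2 lower in stimulated slices under vehicle (2 higher and 8 lower over the list alone), and 0 under BD10-2. Whether these effects differ between the groups was not tested gene by gene beyond the interactions below.

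The treatment comparisons asked whether BD10-2 changes transcript levels against vehicle. No gene was called in any of the 4 comparisons, that is 0 of 19478 genes in each. At an unadjusted p under 0.05, 374 genes passed in sham wild-type slices, 1093 in stimulated wild-type slices, 431 in sham T41B slices and 759 in stimulated T41B slices. The alternative that moved this most was leaving out Mouse1524, with 26 genes in stimulated wild-type slices, all lower with BD10-2. DESeq2 called 25 genes there, of which 24 were lower with BD10-2, and 4 of them belong to the choroid plexus list of 9. The plaque-microglia score of T41B mice differed by 0.05 in sham slices (exact permutation p = 0.817, adjusted 0.881) and by 0.44 in stimulated slices (exact permutation p = 0.143, adjusted 0.343), from 4.93 ± 0.34 (SD, n = 4) with vehicle to 5.37 ± 0.35 (SD, n = 5) with BD10-2. All 15 genes of the list had a positive log2 fold change in stimulated T41B slices and 0 were called, over all genes or over the list alone. Adjusted over a list alone, 5 of the 10 homeostatic-microglia genes were called higher with BD10-2 in stimulated T41B slices, and of the 9 choroid plexus genes 9 were called lower in stimulated wild-type slices and 2 in sham T41B slices. Every batch holds mice of 1 treatment, so no within-batch comparison is possible and a treatment effect cannot be told apart from a batch effect.

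The interactions asked whether the response to stimulation differs by genotype in vehicle-treated mice and by treatment in T41B mice. No gene was called in either, and 1683 and 526 genes had an unadjusted p under 0.05. With the mouse as a replicate block, for which the pairing check gave a correlation of 0.2, 3 genes were called for genotype (3049 unadjusted) and 0 for treatment (1321 unadjusted). The change in the activity-regulated score with stimulation differed by -0.04 between T41B and wild-type mice under vehicle (exact permutation p = 0.83, adjusted 0.881) and by -0.12 between BD10-2 and vehicle in T41B mice (exact permutation p = 0.343, adjusted 0.588). Adjusted over a list alone, 9 of the 9 choroid plexus genes were called for the interaction with genotype, all with a negative difference, and 0 genes of the other 3 lists; for the interaction with treatment 0 genes of the 4 lists were called. Over all genes, a different response of T41B and wild-type mice under vehicle was thus not shown for any single gene in the fit reported here, while DESeq2 called 4 genes. Under BD10-2 it was not tested.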

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

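All explanations weighed in this part were tested only after the result was seen. In stimulated slices of BD10-2-treated T41B mice, the App level of Mouse1563 stood apart from the others. It was 9.9 on the log2(CPM + 1) scale, the next lowest of the 5 mice was at 10.13, and this gap was 0.74 of the whole range of the group. A gap of this kind was looked for in 36 sets of values and found in 1, while chance among the groups checked gives 1.8 on average, so the number of such gaps is no more than chance may produce. The sham slice of the same mouse was also low, however, at 9.97, and the 2 slices of this mouse held the 2 lowest App levels of the 32 samples, which a stray value in a single sample would not bring about. The library composition of this sample was also at an extreme, with 5.4% of its counts from mitochondrial genes, the highest share of the 36 libraries, where the next was 5.07% and the median 3.07%. The sham slice held 4.2%. Batch was tested as well. In 2 of 2 groups, sham and stimulated, the 2 mice of batch H had the lowest App levels of the BD10-2-treated T41B mice. Library composition and batch cannot be set aside, and no biological explanation was tested.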

How the results depend on the processing

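The correction for GC content and gene length, its combination with the replicate block, and the choroid plexus covariate were chosen after seeing the data, while the other alternatives were planned. With DESeq2's size factors in edgeR, without the filter on low counts and with the GC and length correction alone, each of the 14 counts of called genes stayed within 1.5 times the reported count, and the treatment and interaction counts stayed at 0.

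Other settings moved some counts further, and the cause was not tested unless stated. A fit of only the groups compared called 1581 genes for stimulation in vehicle-treated wild-type mice and 2582 in vehicle-treated T41B mice. For genotype it called 537 in sham slices under vehicle, 1731 in sham slices under BD10-2 and 1240 in stimulated slices under BD10-2. Leaving out libraries with repeated labels gave 1012 genes for stimulation in BD10-2-treated wild-type mice and 650 for genotype in sham slices under BD10-2. The batch covariate gave 352 genes for genotype in sham slices under vehicle. With the replicate block, stimulation in vehicle-treated wild-type mice called 3906 genes, or 4179 with the GC and length correction added, and the choroid plexus covariate called 1414. Of the genes called with the replicate block, 86.3%, 89.1%, 85.7% and 96.2% in the 4 stimulation comparisons were still called when the correction was added.

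The treatment and interaction counts of 0 gave way to small numbers under some settings. For BD10-2 in stimulated wild-type slices, DESeq2 called 25 genes and the fit with each library as a separate sample called 11. For the interaction with genotype, DESeq2 called 4 genes (Hcn4, Ifi203, Atp10a and Tmem132e), the replicate block 3 (Ttr, Slc4a5 and Malt1), and the block with the GC and length correction 2 (Ttr and Slc4a5). For the interaction with treatment, DESeq2 called 1 gene, Gm4294. These genes were chosen after their values were seen, and no gene was shared between the DESeq2 and the block calls for the interaction with genotype.

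Leaving out each mouse in turn gave from 1238 to 1718 genes for stimulation in vehicle-treated wild-type mice, from 2648 to 3654 in vehicle-treated T41B mice, from 758 to 1306 in BD10-2-treated wild-type mice and from 3195 to 4396 in BD10-2-treated T41B mice. For genotype, the ranges were from 556 to 2066 genes in sham slices under vehicle, from 678 to 1166 in stimulated slices under vehicle, from 484 to 1084 in sham slices under BD10-2 and from 1055 to 2442 in stimulated slices under BD10-2. For treatment, the range was from 0 to 1 gene in sham wild-type slices (Ppp1r3c without Mouse1524), from 0 to 26 in stimulated wild-type slices and 0 throughout in T41B slices, and both interactions stayed at 0.

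The plaque-microglia score kept its direction in all 4 genotype comparisons under each alternative run, and across the leave-one-out fits it ranged from 1.98 to 2.28, 1.66 to 1.93, 2.1 to 2.24 and 2.07 to 2.24 in the order of the report. The Thy1 difference ranged from 2.06 to 2.4 under vehicle and from 2.22 to 2.5 under BD10-2, and the App difference from -0.163 to -0.056 under vehicle. The App difference passed 0.05 in 1 of these 8 fits, without Mouse1513, at an unadjusted exact permutation p of 0.0286, where the 8 fits ranged from 0.0286 to 0.257. Differences near 0 changed sign when single mice were left out. The activity-regulated score ranged from -0.008 to 0.135 for stimulation in vehicle-treated wild-type mice, from -0.031 to 0.112 in vehicle-treated T41B mice and from -0.063 to 0.025 in BD10-2-treated T41B mice, and from -0.115 to 0.053 for the interaction with genotype. The plaque-microglia score ranged from -0.099 to 0.198 for treatment in sham T41B slices.

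Of 173 single-gene results, 107 passed in the same direction under every alternative run, 65 lost significance under at least 1, and 2 reversed or fell to 0, with 1 counted in both. With the choroid plexus covariate, the log2 fold change of Ttr for stimulation in vehicle-treated wild-type mice was -3.72, where Ttr is itself a member of that score. That of Gm26244 in BD10-2-treated T41B mice ranged from 0.0 to 10.39 when single mice were left out, with 0.0 without Mouse1570, the sample that held all of its counts. Rnu3a in BD10-2-treated wild-type mice passed only narrowly and lost significance under 8 of 14 alternatives. The depth limits low genes, for which fold changes are given only as lower bounds.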

Other observations

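All tests in this part were chosen only after the results were seen, except the comparison across all genes for the first stimulated library of Mouse1592.

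Other splits of the same samples were used to ask how many genes are called when samples are grouped at random. For stimulation, the splits that swap stimulated and sham labels within pairs of slices number 8, 8, 4 and 16 in the order of the report. The pairs are slices of the same mouse. In each BD10-2 group, a stimulated and a sham slice of different mice, each without a partner, formed a further pair. Splits that place both slices of a mouse on the same side were not drawn. In each comparison 1 split, the real one, gave as many genes; the highest counts among the other splits were 22, 1, 0 and 1795. With so few splits, the share cannot go below 0.05 in any of these comparisons. For genotype, 1 of 35 splits in sham and 1 of 35 in stimulated slices under vehicle, and 1 of 56 splits in each comparison under BD10-2, gave as many genes, in each case only the real split. The highest counts of the others were 1151, 28, 2 and 1789 genes. At an unadjusted p under 0.05, the real numbers of 4162, 3387, 3684 and 4495 genes were reached by 2 and 3 of the 35 splits under vehicle, so by other groupings as well, and by 1 and 1 of the 56 under BD10-2. For treatment, where 0 genes were called, 35 of 35 splits in sham and in stimulated wild-type slices, and 100 of 100 drawn splits in sham and in stimulated T41B slices, gave as many genes. For the interactions, 35 of 35 splits did. Every split reaches a count of 0, so these counts decide nothing. At an unadjusted p under 0.05 the treatment numbers of 374, 1093, 431 and 759 genes were reached by 19, 10, 74 and 62 splits. The 526 unadjusted genes of the interaction with treatment were reached by 13 of 35 splits, and the 1683 of the interaction with genotype under vehicle by 1 of 35, the real one. For the interaction with genotype, however, every other split mixes wild-type and T41B mice within its groups. Genotype differences then widen the spread in those splits but not in the real one. The real split is thus favoured, so this number decides nothing about random grouping, and 0 genes passed adjustment.

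Stimulated slices had higher inflammatory transcripts and lower homeostatic microglial transcripts. Loss of microglia from the slices was tested with 10 genes shared by all microglia, a list written after some genes had been seen. Their mean fell by 0.296 on the log2 scale within mice (SD 0.276, lower in 12 of 14 mice, exact sign-flip p = 0.00281), against -1.38 for the homeostatic list. The ratio of these changes, 0.214, lies just under the limit of 0.25 written for this test, but the listed genes did not move together. C1qa (-0.845) and Itgam (-0.843) fell in all 14 mice, Aif1 (-0.747) fell in 13, Ptprc (0.629) rose in all 14 and Fcer1g (0.386) rose in 12. Their mean is therefore no measure of the number of microglia, which leaves loss of microglia open for the fall of the homeostatic list. It does not account for the rise of other transcripts, such as Ptprc and Fcer1g. GC content or gene length bias does not explain the calls, since at least 88.5% of called genes in each comparison remained after correction. Over all 14 mice, no difference in library size was detected (mean log2 difference 0.139, exact sign-flip p = 0.124), but in vehicle-treated wild-type mice the stimulated library was larger in 4 of 4 (mean log2 difference 0.367, exact sign-flip p = 0.125, the smallest possible). Library size does not account for the fall of the homeostatic list, which fell by 1.31 to 1.95 in the 6 mice whose stimulated library was smaller. Among vehicle-treated wild-type mice it fell by 1.18 in Mouse1524, with nearly equal libraries (log2 difference 0.0357), and by 0.876 in Mouse1522, with the largest difference (0.593). For a difference in slice handling other than the stimulation, the activity-regulated list was used, which moved by a mean of 0.00118 within mice, higher in 6 of 14. Since its genes moved in both directions, with Egr1 lower and Dusp1 and Egr3 higher in all 4 comparisons, this mean speaks neither for nor against such a difference. The labels name none. A score of thalamus genes was lower in the stimulated slice of every paired mouse except Mouse1551 (2.65 in the sham and 2.75 in the stimulated slice). In Mouse1509, for example, it was 3.39 in the sham and 3.05 in the stimulated slice. Whether this reflects a difference between the slices other than the stimulation was not tested. The homeostatic list fell in all 14 paired mice. Both slices of each of these mice carry the same batch label, so batch does not account for the fall. A handling difference shared by every stimulated slice could not be tested and cannot be told apart from the stimulation. Loss of microglia could not be excluded as a part of the fall of the homeostatic list. For these reasons no biological reading is put forward.

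Choroid plexus transcripts were high in a few libraries. Ttr exceeded 20 CPM in 6 libraries, at 90.0 to 1070 CPM, and was at most 10.7 CPM in the other 30. A candidate explanation is choroid plexus tissue in the slice. The test written for it asked for a median Spearman's rho above 0.5 between Ttr and the other 8 listed genes over the 36 libraries, and the median was 0.486 (0.382 to 0.71), so that test was not met. With Benjamini-Hochberg adjustment over the 8 genes, each rho had a permutation p of 0.0214 or lower and each Pearson's r of log2(CPM + 1), with a median of 0.835, had 0.00015 or lower. Without the 2 libraries farthest from the median Ttr, the median rho was 0.39 and the median r 0.73, with 6 and 7 of the 8 still under 0.05. The libraries fall into separate clusters, however. Among the 6 high libraries the median rho was 0.97, and among the other 30 it was 0.18. The libraries are not independent, since mice contributed more than 1. The test over 36 libraries mostly ranks the 30 with little Ttr, so its failure does not speak against tissue in the 6 high libraries. The explanation by tissue is left open rather than adopted.

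The high Ttr libraries also follow the batch labels, since 2 batch labels, E and G, hold all 6 of them. Each of these batches has 4 libraries of a single genotype and treatment, too few for a correlation within them. In batch E the stimulated slices held 1070 and 878 CPM and the sham slices of the same mice 0.178 and 0.864 CPM, while in batch G sham and stimulated slices held 90.0 to 471 CPM. The choroid plexus score of the batch E slices was 4.19 and 3.92 when stimulated, and 0.69 and 0.89 in the sham slices. These values argue against a cause shared by all libraries of batch E. In batch G, where all 4 libraries were high, batch may be the source. All 9 listed genes were called higher after stimulation in vehicle-treated wild-type mice, which include batch E, and 1 of 9 in each other stimulation comparison. Of the 25 genes that DESeq2 called for BD10-2 in stimulated wild-type slices, 24 were lower, with Ttr, Slc4a5, Clic6 and Folr1 among them.

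Among the 8 genes lower in T41B mice in all 4 genotype comparisons, chosen after their values were seen, 3 lie next to each other among tested genes in the M21 annotation. Their mean log2 fold changes were -0.77 for Mchr1, -0.45 for Slc25a17 and -0.63 for St13. The other 5 were Crhbp, Scn1a, Kcna2, Armh4 and Zfp385b. Chance placement is unlikely, since 0 of 10000 random draws of 8 tested genes held 3 in a row (permutation p = 0.0001, the smallest these draws can give). A fall in a whole stretch of the chromosome was not seen, as the 10 tested genes on either side had a median of -0.06 (-0.35 to 0.27). GC content or gene length bias was not the cause, with 91.7% of the 12 tests (11) still passing after correction, and 10 of 12 passed with the batch covariate. Across the 17 alternatives some of the calls were lost more often. Slc25a17 lost significance under 10 in sham slices under vehicle, 10 in sham slices under BD10-2 and 7 in stimulated slices under BD10-2, and Mchr1 under 7 in stimulated slices under vehicle, so that all 3 genes are among the 8 depends on the setting. A strain variant linked to the transgene, or its site of insertion, cannot be tested from counts, so the pattern cannot be told apart from these.

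The first library labelled as a stimulated slice of Mouse1592 held 917 CPM of Thy1, against 1940 CPM in the second such library and 2250 CPM in the sham slice. The log2 range of 1.29 within this mouse exceeded that of the 8 other T41B mice with more than 1 library, 0.0271 to 0.579, as a mislabelled sample may do. Judged by all genes, however, that library deviated from its group together with the sham slice of the mouse (correlation across 19478 genes of 0.181) about as much as the second library did (0.158). Slices of different mice reached at most 0.14 among BD10-2-treated T41B mice, but 0.3 among BD10-2-treated wild-type mice. All libraries of Mouse1592 also carry the same batch label. The correlation therefore does not settle whether the sample was mislabelled. Fewer neurons in the slice was checked by App alone, which differed by 0.0485 on the log2 scale between both stimulated libraries. A single gene, under which transgene reads may be counted, cannot decide this. Other transcripts were low as well. Cst7 was 13.5 CPM, the lowest of the 20 T41B libraries, against 37.0 CPM in the second stimulated library and 38.1 CPM in the sham slice, and the plaque-microglia score was 4.55 against 5.43 and 5.46. A mixed sample was therefore tested, with the second library and stimulated BD10-2-treated wild-type libraries as the 2 sources. Thy1 implied a share of wild-type RNA of 0.623, within the quartiles of 0.609 and 0.832 (median 0.744) that were implied by the 38 other genes with a log2 fold change over 2 in all 4 genotype comparisons, and all 38 were lower in the first library. A mixed sample may therefore be the source, although genes that rise around plaques would also be low in a slice with fewer plaques, which was not tested.

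Xist was at most 0.636 CPM and Ddx3y at least 30.2 CPM in all 36 libraries.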
